# Prediction of microRNAs affecting mRNA expression during retinal development

**DOI:** 10.1186/1471-213X-10-1

**Published:** 2010-01-06

**Authors:** Amit Arora, Jasenka Guduric-Fuchs, Laura Harwood, Margaret Dellett, Tiziana Cogliati, David A Simpson

## Abstract

**Background:**

MicroRNAs (miRNAs) are small RNA molecules (~22 nucleotides) which have been shown to play an important role both in development and in maintenance of adult tissue. Conditional inactivation of miRNAs in the eye causes loss of visual function and progressive retinal degeneration. In addition to inhibiting translation, miRNAs can mediate degradation of targeted mRNAs. We have previously shown that candidate miRNAs affecting transcript levels in a tissue can be deduced from mRNA microarray expression profiles. The purpose of this study was to predict miRNAs which affect mRNA levels in developing and adult retinal tissue and to confirm their expression.

**Results:**

Microarray expression data from ciliary epithelial retinal stem cells (CE-RSCs), developing and adult mouse retina were generated or downloaded from public repositories. Analysis of gene expression profiles detected the effects of multiple miRNAs in CE-RSCs and retina. The expression of 20 selected miRNAs was confirmed by RT-PCR and the cellular distribution of representative candidates analyzed by *in situ *hybridization. The expression levels of miRNAs correlated with the significance of their predicted effects upon mRNA expression. Highly expressed miRNAs included miR-124, miR-125a, miR-125b, miR-204 and miR-9. Over-expression of three miRNAs with significant predicted effects upon global mRNA levels resulted in a decrease in mRNA expression of five out of six individual predicted target genes assayed.

**Conclusions:**

This study has detected the effect of miRNAs upon mRNA expression in immature and adult retinal tissue and cells. The validity of these observations is supported by the experimental confirmation of candidate miRNA expression and the regulation of predicted target genes following miRNA over-expression. Identified miRNAs are likely to be important in retinal development and function. Misregulation of these miRNAs might contribute to retinal degeneration and disease. Conversely, manipulation of their expression could potentially be used as a therapeutic tool in the future.

## Background

miRNAs are small RNA molecules of 18-22 nucleotides in length which regulate gene expression. Precursor RNAs transcribed either as independent genes or within introns of coding genes are processed by the RNAseIII enzymes Drosha and Dicer to form the mature miRNAs [1]. The first miRNAs were discovered as a result of their role in the timing of adult cell fate determination in *Caenorhabditis elegans*. Both *let-7 *and *lin-4 *are temporally regulated and cause a decrease in expression of target proteins which control developmental stage-specific events [2-4]. The significance of miRNAs in developmental processes has now been shown in many plants and animals [5].

There is growing evidence that miRNAs play an important role in regulating eye development and function. In the mouse, prevention of miRNA maturation by conditional knockout in retinal tissue of the Dicer protein resulted in formation of photoreceptor rosettes and retinal degeneration and had a profound effect upon visual function, as measured by electroretinogram (ERG) [6]. Li and Carthew reported reciprocal negative regulation between Yan protein and miR-7 in *Drosophila *retinal cells: Yan directly represses the expression of miR-7 in undifferentiated progenitor cells and miR-7 directly represses the expression of Yan in differentiated photoreceptor cells [7]. The switch between these mutually exclusive expression states occurs when Yan degradation is triggered by epidermal growth factor receptor (EGFR) signaling.

Expression of various miRNAs has been demonstrated in the retina [8-10], notably a sensory organ-specific polycistronic cluster comprising miR-96, miR-182, and miR-183 [11]. The profile of miRNAs expressed in the retina has been shown to change during degeneration in several mouse models [12,13]. Many genes with retinal-specific functions are predicted to be targeted by miRNAs and functional interactions have been demonstrated [14].

miRNAs were initially thought to act through inhibition of protein translation [2]. Whilst this mechanism has been widely confirmed [15] and the global impact of miRNAs on protein levels demonstrated [16,17], it has become apparent that miRNAs also affect mRNA levels. This was first clearly demonstrated by the observation that those mRNAs with reduced expression following over-expression of a specific miRNA were enriched for predicted target sites of that miRNA [18]. Many miRNAs display tissue-specific expression [19] and inhibit expression of genes which are found at lower levels relative to other tissues [18,20]. The action of miRNAs upon mRNA levels has been widely confirmed in subsequent studies [21,22], which have also improved understanding of the properties of functional predicted target sites [16,23].

Inhibition of gene expression by miRNAs is mediated by base pairing between the miRNA and complementary sequences in the 3'UTR of target genes. However, unlike siRNAs, which direct cleavage of perfectly matched sequences, miRNAs have imperfect complementarity with their target sites. The features required for a functional target site are not fully understood, but include a stretch of perfect complementarity with a ~7 nucleotide 'seed' region at the 5' end of the miRNA [24]. A range of target prediction algorithms have been developed and each miRNA is thought to target approximately 200 transcripts [25,26]. Over 550 human miRNAs have been defined to date (miRBase v12 [27,28]) and have been suggested to regulate 30% of genes [24].

We have shown recently that the effects of miRNAs upon mRNA levels are such that the consequences of expression of a specific miRNA can be detected within a single gene expression profile [29]. Here this approach is applied to three experimental samples chosen to indicate candidate miRNAs affecting mRNA levels in ciliary epithelium-derived retinal stem cells from the adult eye (CE-RSCs), the developing retina during rod photoreceptor differentiation (postnatal murine retina) and in the mature retina (adult murine retina). This analysis may be indicative of those miRNAs with greatest effects upon target gene expression, or may reveal a subset with targets which are more susceptible to mRNA degradation. In either case, demonstration of the expression of these miRNAs confirms them as candidates for future manipulation aimed at directing differentiation or maintaining the mature retina.

## Results

### In silico prediction of candidate miRNAs affecting mRNA levels

Each miRNA was mapped to its predicted target genes in each mRNA expression profile and the average levels of the transcripts of their target genes were calculated. 

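The P4 profiles come from the retinas of 3 wildtype mice at postnatal day 4, each on its own Affymetrix Mouse 430A 2.0 array. On this single-colour array several short probes make up a probe set, and labelled RNA that binds to them gives its signal. The authors analysed the raw data with the MAS 5.0 algorithm, which corrects for background and for mismatch probes and gives a linear intensity for each probe set. Of the 22690 probe sets, 20380 were paired with 1 gene symbol and together name 12393 genes. As in the paper's methods, probe sets with the plain _at suffix were kept, which left 14098 probe sets of 10529 genes. A probe set counted as expressed in an array when its signal was above that array's median, and the expressed probe sets of a gene were averaged for the rank tests. Where the signal of a single gene is given, it is the mean over all of its plain probe sets unless another choice is named. Present calls were not used here. The medians were 76.2, 95.6 and 57.0 in wildtype replicates 1, 2 and 3, since the signals had not been scaled to a common level, and all rankings were made within an array. This gave 5316, 5255 and 5406 expressed genes, with 4922 expressed in all 3 arrays. Across these genes, which are not independent replicates, Spearman's rho was 0.964 between replicates 1 and 2, 0.903 between replicates 1 and 3, and 0.914 between replicates 2 and 3. Signals of different genes also depend on their probes, so a rank across genes is only an approximate rank of transcript amounts. Replicate 1 differed from the others in lens crystallins: Cryba1 had a signal of 1889 in it, against 2.90 in replicate 2 and 20.9 in replicate 3. With 3 arrays, their number limits the precision of each mean.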

The ranked average target gene expression values in the P4 retina are shown in Figure 1A. 

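The Table 2 list of a miRNA pooled the genes paired with it in any column of that table: CE-RSCs, P4 or adult. Of the genes named below, Ptprd, Bsn, Setd7, Slc4a4, E2f3 and Appbp2 are not in the P4 column. In these arrays, genes that Table 2 pairs with miR-124 had an average signal close to that of the other expressed genes. Their mean was 337, 481 and 409 in wildtype replicates 1, 2 and 3, against 399.9, 482 and 349 for the others. The highest members were the zinc finger factors Sp1 and Zfp148, the receptor phosphatase Ptprd and the silencing factor Tnrc6b. Ptprd had a signal of 444 ± 73.7 (SD, n = 3 mice). The lowest were Bsn, a scaffold protein of the presynaptic active zone at 31.0 ± 10.4 (SD, n = 3), with Klf12, Stc1 and Rictor, and none of these 4 was expressed in any array. The miR-125 genes of Table 2 averaged 296, 429 and 433. In this group the lowest signals were those of Atxn1, Setd7 (10.6 ± 5.35), the bicarbonate transporter Slc4a4 and the cell cycle factor E2f3 (26.6 ± 12.9; SD, n = 3). The miR-9 genes of Table 2 averaged 265, 332 and 236, below the other expressed genes in all 3 arrays, although their median was lower in replicate 1 alone. Appbp2 was the highest of them with 614 ± 329 (SD, n = 3), or Cpeb4 with 669 where the highest probe set of each gene was taken.

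Among expressed genes, the textbook targets of miR-124 and miR-9 had higher averages. The textbook targets of miR-124 averaged 719, 897 and 641, in large part through Neurod1 with 3528, 5097 and 4220 in replicates 1 to 3. Among them were Neurod1, a neurogenic factor of photoreceptors and amacrine cells, with 4282 ± 786, the histone methyltransferase Ezh2 with 1061 ± 199, and Lhx2, a homeodomain factor of progenitors, with 1004 ± 482 (SD, n = 3 for each). The factors Cebpa (4.63 ± 2.75) and Snai2 (10.6 ± 5.68) were the lowest of this group. The textbook targets of miR-9 averaged 576, 718 and 516 over 7 expressed genes. These averages rest largely on Prdm1, with 1885, 2266 and 1632 in replicates 1, 2 and 3. Prdm1, a transcription factor that favours the photoreceptor fate, had 1928 ± 319, the tubulin-binding protein Stmn1 792 ± 133 and Map1b 429.6 ± 98.3 (SD, n = 3 for each). With probe sets of all suffixes Stmn1 had 4205. Hes1, the Notch effector that maintains progenitors, had 157 ± 35.5. Of 14 textbook targets of miR-125 with a plain probe set, 10 were expressed in no array, and once dim genes were kept the list ranked below other genes, with the list gene higher in 36.2% of pairs with no filter and in 34.6% above the 25th percentile. The 4 expressed in any array were Prdm1, Mapk14 (153 ± 40.7), Ets1 and Arid3b (65.6 ± 18.7). With the highest probe set of a gene in place of the mean, Ptprd had 709.5, Bsn 56.4, Map1b 716 and Mapk14 347. Lin28a, a marker of early progenitors, stood at 6.33 ± 3.72, near the floor of the array. The prediction sets of TargetScan behind Figure 1A were not analysed here.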

The probability that each miRNA has a significant effect upon gene expression was calculated using the Wilcoxon ranked sum test; the results for P4 retina are illustrated in Figure 1B. The predictions from all gene expression datasets are listed in Additional file 1: Table S1 and the significant combined probabilities are shown in Table 1 (p < 0.05). Multiple mRNA expression profiles were analysed for murine CE-RSCs, P4 and adult retina. Significant predicted effects upon mRNA expression were detected for multiple miRNAs in the P4 and adult retina and for a smaller number in CE-RSCs. 

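The genes of Table 2 paired with miR-124, miR-125 and miR-9 did not pass the test for a signal lower than that of the other expressed genes of P4 retina. The median of the expressed miR-124 genes was 350.4, 429 and 298 in wildtype replicates 1, 2 and 3, against 244.5, 295 and 194 for all other expressed genes. For miR-125 it was 208.5, 319 and 326, below the others in replicate 1 and above them in replicates 2 and 3. For miR-9 it was 224, 313 and 230.5, which is likewise lower in replicate 1 only. The textbook targets of each miRNA had medians above the other expressed genes in every array. These were 369, 438 and 253 for miR-124, among whose expressed members are Neurod1, Ezh2 and Sox9, and 389.5, 454 and 233 for miR-9, with Prdm1, Stmn1 and Hes1 among them. For miR-125 they were 273, 1259 and 270.3, from no more than 3 expressed genes in an array.

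**Figure D1:**
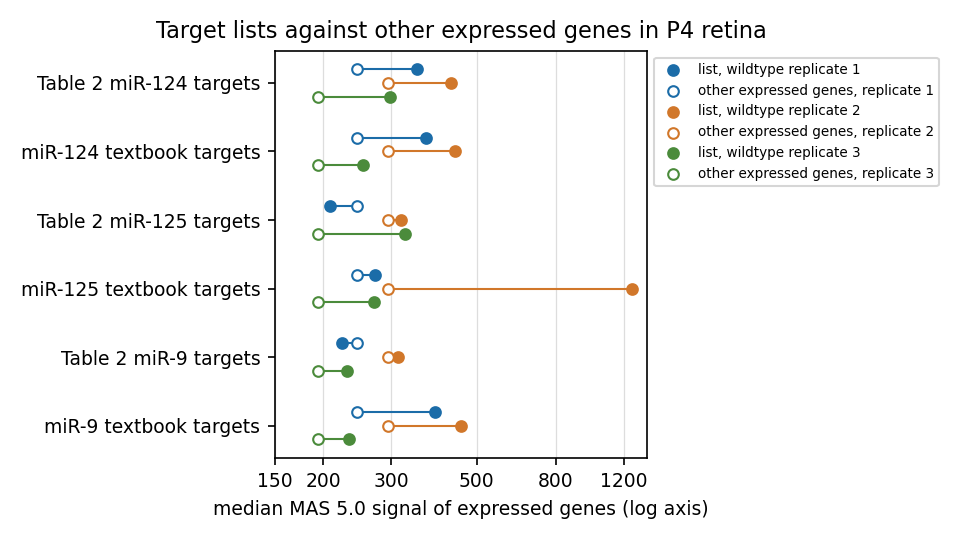
Median MAS 5.0 signal (log axis) of the expressed genes of each target list (filled points) and of all other expressed genes (open points) in the 3 wildtype P4 arrays, 1 colour per replicate. For miR-124 the filled points lie to the right of the open ones in each replicate, while the Table 2 genes of miR-125 and miR-9 lie to the left in replicate 1.

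The one-sided Wilcoxon rank sum test for lower signal, combined over the 3 arrays by Fisher's method, gave p = 0.973 for the miR-124 genes of Table 2 and a permutation p of 0.837 against 100000 random lists of the same size. The combined p was 0.593 for the miR-125 genes (permutation p = 0.482) and 0.254 for the miR-9 genes (permutation p = 0.280). In 60.1% of pairs of a miR-124 gene and another expressed gene the former was higher, as in 52.9% for miR-125 and 45.6% for miR-9. For the textbook targets the combined p was 0.995 for miR-124, 0.991 for miR-9 and 0.877 for miR-125, with permutation p = 0.917, 0.893 and 0.695. Adjusted over 8 lists, the permutation p of these 6 ran from 0.747 to 0.917. The textbook targets of miR-125 ranked lower once dim genes were kept, with a permutation p of 0.0343 with no filter and 0.0480 above the 25th percentile, but not after adjustment (adjusted permutation p = 0.137 and 0.192). The Table 2 lists hold only a part of each miRNA's predicted targets, their miRNAs were selected on these same arrays, and the direction of each of the 3 changed with the filter on signal. Of random lists of as many genes as the miR-124 list, 11.6% had a combined p under 0.05. The paper reasons that a miRNA which lowers the mRNA of its targets leaves them ranked below the other predicted targets within a single profile, and it takes a low combined probability of a TargetScan set as a significant effect of that miRNA.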

At P4 many miRNAs had highly significant effects, with miR-124, miR-125 and miR-9 being particularly significant (Figure 1, Table 1 and Additional file 1: Table S1). In the adult retina miR-124 and miR-125 were again prominent, but others, including miR-24, miR-326, miR-370, miR-96 and let-7 also had highly significant predicted effects. The greater number of genes assayed for the adult retina may have contributed to the detection of several more miRNAs with significant predicted effects and the smaller p-values than at P4. Whilst most of the candidate miRNAs predicted to affect mRNA levels (P < 0.05) at P4 were also in the adult, only miR-125, miR-378 and miR-24 were detected in all the different tissue types and developmental stages. Gene expression data from human CE-RSCs from adult eyes were also analysed and although many different miRNAs were predicted to be affecting mRNA levels, it was notable that the two miRNAs with the most significant effects in murine CE-RSCs, miR-378 and miR-485-3p, were also the 3^rd ^and 4^th ^most significant in human CE-RSCs (Additional file 1: Table S1).

**Table 1:** miRNAs predicted to affect retinal gene expression.

CE-RSCs		P4		Adult	
**miRNA**	**Probability**	**miRNA**	**Probability**	**miRNA**	**Probability**

miR-485-3p	2.25E-03	miR-124a	5.59E-11	miR-125	8.01E-18

miR-378	1.08E-02	miR-9	2.29E-10	miR-124a	2.86E-15

miR-30-3p	1.14E-02	miR-125	3.92E-09	let-7	8.96E-09

miR-125	1.30E-02	miR-15	1.44E-07	miR-24	6.94E-08

miR-153	2.14E-02	miR-124u	8.98E-05	miR-96	6.61E-07

miR-342	2.46E-02	miR-34	3.36E-04	miR-370	9.17E-07

miR-142-5p	2.59E-02	miR-204	3.37E-04	miR-326	1.68E-06

let-7	2.69E-02	miR-378	3.55E-04	miR-29	7.82E-06

miR-24	2.99E-02	miR-20	5.95E-04	miR-331	9.74E-06

miR-183	3.00E-02	miR-96	6.40E-04	miR-124u	5.14E-05

miR-370	4.42E-02	miR-25	1.05E-03	miR-20	8.02E-05

miR-33	4.43E-02	miR-27	1.65E-03	miR-27	5.56E-04

		let-7	2.20E-03	miR-196	1.32E-03

		miR-326	2.79E-03	miR-485-5p	2.87E-03

		miR-150	8.95E-03	miR-34	3.35E-03

		miR-196	1.26E-02	miR-378	4.73E-03

		miR-184	1.33E-02	miR-127	5.00E-03

		miR-448	1.56E-02	miR-30	6.74E-03

		miR-503	2.76E-02	miR-150	1.21E-02

		miR-485-5p	3.33E-02	miR-128	1.32E-02

		miR-30	3.44E-02	miR-15	2.30E-02

		miR-24	3.98E-02	miR-9	2.62E-02

		miR-29	4.29E-02	miR-214	2.69E-02

				miR-204	2.93E-02

				miR-184	4.05E-02

The miRNAs with significant effects (combined p < 0.05) upon mRNA expression in mouse adult CE-RSCs, P4 and adult retina.

**Figure 1:**
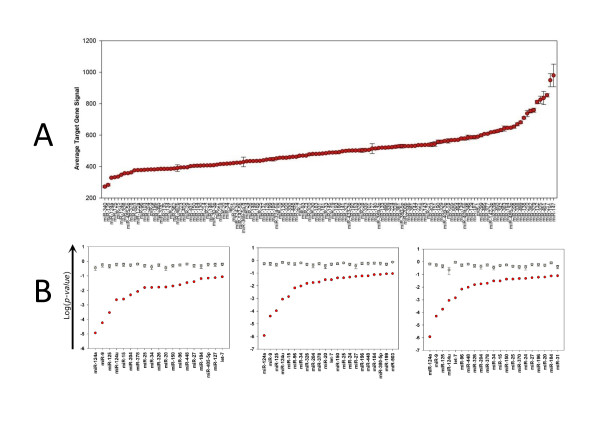
**miRNA target gene expression**. (A) miRNAs ranked by target gene expression levels (Average Target Gene Signal) in P4 retina. (B) Probabilities of each miRNA having a significant effect (p < 0.1) upon target gene expression according to Wilcoxon ranked sum test. The log_10_(p-value) for each miRNA (x-axis) is plotted as a red circle and the mean probability (± standard error) derived from five random sets of predicted target genes is plotted in grey.

We hypothesized that miRNAs with detectable effects upon mRNA expression are more highly expressed than those with no effect. We tested this hypothesis in the adult mouse retina using miRNA expression data published by Loscher *et al*. [13]. A list was compiled of miRNAs whose predicted target genes exhibited significantly low expression. Expression of miRNAs within this group was significantly higher than that of those miRNAs for which no effect on target mRNAs was predicted (Figure 2).

**Figure 2:**
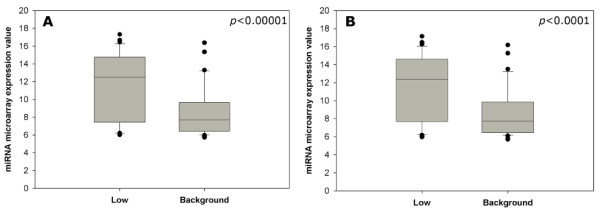
**Association of miRNA expression with extent of predicted effect upon target mRNA expression in adult murine retina**. Expression of those miRNAs with a significant effect (p < 0.1) upon target gene expression ('low' group) was significantly higher than that of those miRNAs with no predicted effects ('background' group). Microarray data from Loscher *et al *[13] was available for two strains of mouse, C57 (A) and 129 (B), and both showed a similar result.

### Experimental analysis of miRNA expression

The following miRNAs had highly significant predicted effects on target mRNA levels and were selected for analysis by RT-PCR: miR-124, miR-125, miR-9, and miR-24. A range of other candidates with p-values < 0.05 in at least one experimental condition (miR-128, miR-150, miR-204, miR-25, miR-27, miR-326 miR-34, miR-370, miR-378 and miR-485-5p) were selected to represent different predicted patterns of activity or for their lack of previous association with neural tissue. In addition, miR-122, which had p < 0.1 in CE-RSCs and P4 and adult retina, was of interest because it has been previously characterised as a highly expressed, liver-specific miRNA [19,22,30]; the possibility of an alternative role in the retina is intriguing. Let7d has previously been shown to be highly expressed in the retina [14] and was used as a positive control.

The pattern of relative expression in the three samples considered (porcine CE-RSCs, mouse P4 and adult retina) varied widely amongst miRNAs (Figure 3A). The expression of each individual miRNA corresponded broadly with its predicted effects upon target gene expression (e.g. miR-25 highest at P4 and miR-124 absent in CE-RSCs but present in P4 and adult mouse retina). However, whilst this analysis indicates the sample in which the relative expression of a single miRNA is highest, it gives no indication of the inter-miRNA variation in expression in that sample. It is also important to consider the relative absolute expression of different miRNAs within a single sample when considering the impact of each upon target mRNA expression. Therefore, starting template copy numbers were estimated for each miRNA based on threshold cycle (Ct) and amplification efficiency or by the linear regression efficiency method [31], which were broadly in agreement (Additional file 2: Figure S1). The miRNAs measured in each sample are shown in Figure 3B ranked by their starting template copy number in the RT-PCR assays. Those miRNAs with the most significant predicted effects upon mRNA expression are highly expressed. Notably, miR-125 has amongst the most significant predicted effects upon mRNA expression at all stages (Table 1) and miR-125a and miR-125b are the most highly expressed miRNAs in all samples (Figure 3B). Furthermore, miR-124 is highly expressed in P4 and adult retina in accordance with its predicted effects. To test the expected relationship between predicted effects and miRNA expression, the estimated miRNA copy numbers were plotted against predicted probability (Figure 4). This revealed a significant correlation (Spearman rank correlation, p = 4.0E-04), with the majority of most highly expressed miRNAs having highly significant predicted effects.

**Figure 3:**
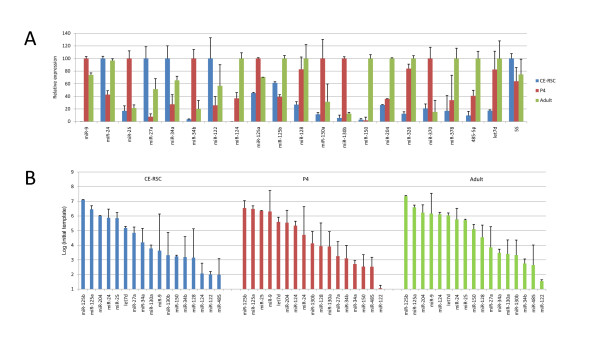
**miRNA expression detected by RT-PCR**. (A) Relative quantification of selected miRNAs in porcine CE-RSCs and murine P4 and adult retina. (B) Absolute miRNA expression levels estimated from qRT-PCR data.

**Figure 4:**
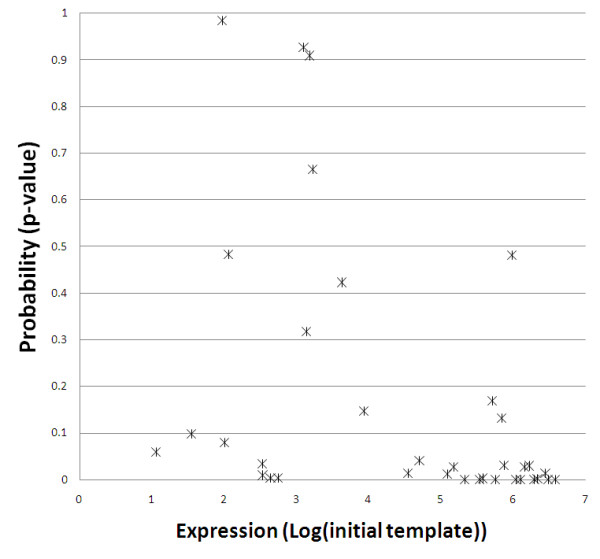
**Comparision between the predicted effects of miRNAs and their expression as determined by RT-PCR**. The estimated copy number (Log(initial template)) of each miRNA in a given sample is plotted against the probability (Wilcoxon ranked sum test) that it is having an effect upon target gene expression. The most highly expressed miRNAs have very significant effects upon predicted target gene expression and the overall correlation between miRNA expression and significance of effect upon target gene expression is significant (p = 4.0E-04; Spearman rank correlation).

*In situ *hybridization (ISH) was performed to localise expression of selected miRNAs (Figure 5). Expression in the adult murine retina of the well-characterised neural miRNA miR-124 concurred with published reports [9]. In P4 retina, miR-124 positive signal was mainly colocalised with ganglion and amacrine cells. Expression of miR-34a, which has not previously been described in the retina, was detected in the porcine CE-RSC neurospheres and throughout the mouse P4 retina. In the adult mouse retina the strongest signal was observed in the inner nuclear layer (INL) and in some cells in the ganglion cell layer (GCL). miR-128 was expressed in all samples, notably in CE-RSC neurospheres and the inner plexiform layer of the retina at P4. miR-125b was also expressed at all stages with strong signal in the inner plexiform layer at P4. In the adult retina miR-125b was expressed in the inner and outer nuclear layers. No expression was observed for miR-122 and miR-378 (data not shown).

**Figure 5:**
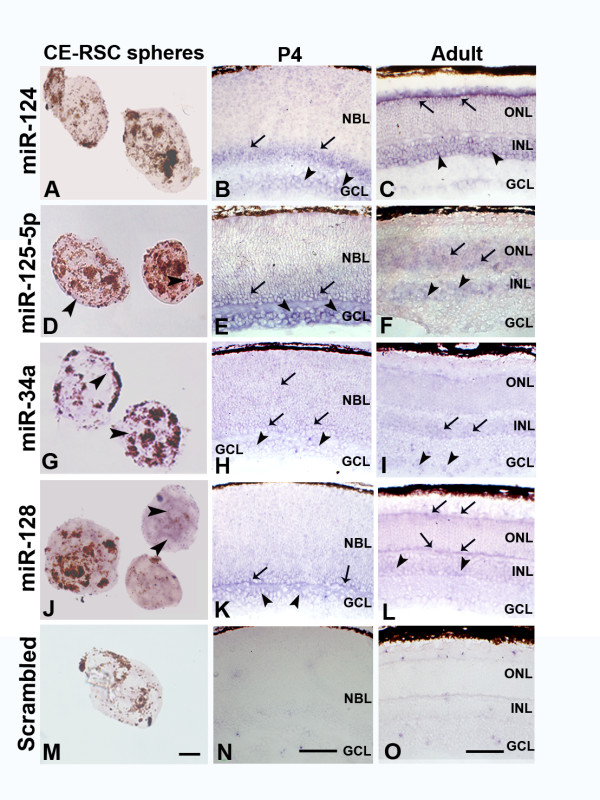
**Cellular expression of selected miRNAs**. ISH was performed on porcine CE-RSC neurospheres, and P4 and adult mouse retinas. Some neurosphere cells are naturally pigmented (dark brown). **A**: No positive signal was detected for miR-124 in CE-RSC neurospheres. **B**: Expression of miR-124 at P4 corresponded to the location of amacrine (arrows) and ganglion cells (arrowheads). **C**: In the adult retina, miR-124 was expressed in all layers with the highest intensity in the photoreceptor inner segments (arrows) and cells in the INL (arrowheads). **D**: miR-125b-5p was detected in the RSC neurospheres (purple staining depicted with arrowheads). **E**: In the P4 retina strong expression of miR-125b-5p was found in the inner portion of the NBL (arrows) and GCL (arrowheads). **F**: In the adult retina expression of miR-125b was detected in the ONL (arrows) and INL (arrowheads). G: Weak hybridisation signal for miR-34a was observed in CE-RSC neurosphere cells (arrowheads). H: P4 retina displayed week miR-34a signal throughout NBL (arrows) and ganglion (arrowheads) **I**: In the adult retina the strongest signal for miR-34a was observed in the INL (arrows) and in some cells in the GCL (arrowheads). **J**: Strong hybridisation signal was detected for miR-128 in the CE-RSC neurospheres (arrowheads). **K**: In the P4 retina a hybridisation signal for miR-128 was observed in the inner portion of the NBL (arrows) and in some cells of the GCL (arrowheads). **L**: In the adult retina strongest miR-128 hybridisation signal was detected in the INL (arrowheads), the outer portion of the outer plexiform layer and photoreceptor inner segments (arrows). ISH with scrambled negative control gave no signal in CE-RSCs (M), P4 (N), or adult mouse retina (O). NBL-neuroblast layer, GCL-ganglion cell layer, INL-inner nuclear layer, ONL-outer nuclear layer. Scale bars 50 μm.

### Predicted targets of candidate miRNAs affecting mRNA levels

In order to identify the genes most likely regulated by miRNAs in CE-RSCs, P4 and adult retina, the target predictions for all the miRNAs shown to have a significant effect upon gene expression were combined. This revealed that some genes were predicted to be targeted by almost half of the miRNAs identified in each sample (Table 2 and Additional file 3: Table S2). These genes are the most likely to be real miRNA targets because if some predicted sites are not functional others may be active. Also, the co-operative action of multiple miRNAs may result in greater effects [23]. 

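Of the 30 genes in the P4 column of Table 2, 22 had a plain probe set, and their signals in the P4 retina ran from high levels to the floor of the array. 11 were expressed in all 3 wildtype mice, 5 in 1 or 2 of them, and 6 in none. Sp1, a transcription factor of many housekeeping genes, had the highest signal with 644 ± 47.2 (SD, n = 3 mice). Zfp148, the mouse gene of ZNF148, had 611 ± 111. Tnrc6b, a partner of Argonaute proteins in miRNA silencing, had 359 ± 108, and Cpeb4, which regulates polyadenylation in the cytoplasm, 324 ± 46.6 (SD, n = 3 for each). Isl1, a homeodomain factor of ganglion and bipolar cells, stood at 253 ± 72.5 and the activin receptor Acvr2a at 211 ± 60.3. Dcx, a microtubule protein of migrating neurons, had 127 ± 53.6 (SD, n = 3). Mitf, a factor of pigment cells, and Hmga2, a chromatin protein of fetal progenitors, were each expressed in 1 array, with 47.6 ± 22.6 and 46.4 ± 15.7. The lowest were Klf12 with 30.3 ± 22.4, Stc1 with 29.9 ± 6.15, Rictor with 26.7 ± 15.2 and Atxn1 with 2.00 ± 0.625 (SD, n = 3 for each), none of them expressed in any array. With the highest probe set of a gene in place of the mean, Sp1 had 1226, Zfp148 1083, Cpeb4 669, Acvr2a 351, Dcx 271 and Mitf 83.8, and with probe sets of all suffixes Hmga2 had 70.8.

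**Figure D2:**
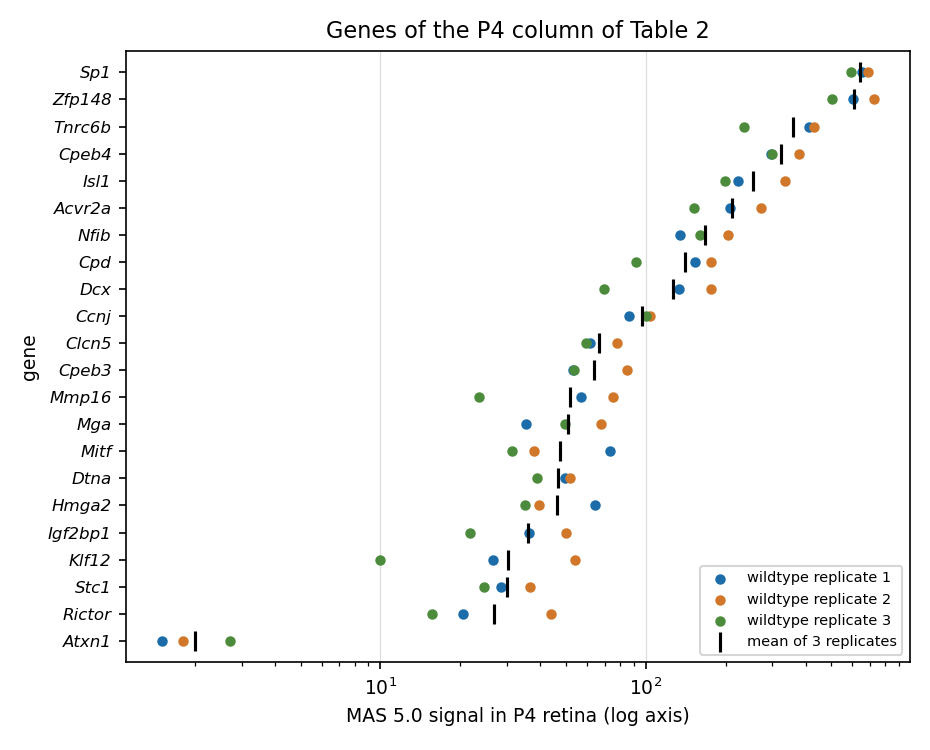
MAS 5.0 signal (log axis) of the 22 measured genes of the P4 column of Table 2 in the retinas of 3 wildtype P4 mice, 1 point per mouse, with the mean as a black bar. Sp1 and Zfp148 have the highest means and Atxn1 the lowest.

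Nfib and Klf13 are marked in bold in Table 2. Nfib had a signal of 167 ± 35.5 and Klf13 of 164 ± 6.74, both expressed in all 3 mice, while Ets1, a textbook target of miR-125, had 77.0 ± 20.4 and was expressed in 1 (SD, n = 3 for each). With the highest probe set Nfib had 308 and Klf13 318, and with probe sets of all suffixes Nfib had 299, Klf13 191 and Ets1 48.4. As a group, the expressed genes of the P4 column had medians of 200.2, 307 and 227 in replicates 1, 2 and 3, below the other expressed genes in replicate 1 and above them in the rest. The rank test for lower signal gave a combined p of 0.186 (permutation p = 0.231).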

Six genes targeted by three miRNAs with the highest expression and greatest predicted effects (miR-124; miR-125 and miR-9.) were selected for validation: ACCN2; ETS1; KLF13; LIN28B; NFIB and SH2B3. Following transfection of HEK293 cells with a pool of miR-124, miR-125 and miR-9 miRNA mimics the mRNA expression of 5 of these 6 genes was significantly reduced (Figure 6).

**Table 2:** Genes predicted to be targets of the candidate miRNAs affecting mRNA levels.

CE-RSCs		P4		Adult	
**Gene**	**miRNAs**	**Gene**	**miRNAs**	**Gene**	**miRNAs**

CUGBP2	153; 24; 183; 378; 33; 30-3p; 342	ACVR2A	27; 96; 29; 128; 196; 150; let-7/98; 124.1; 125/351; 362; 378	ACVR2A	503; 27; 96; 448; 378; 29; 196; 125/351; 150; 124.1; let-7/98

KPNA4	142-5p; 33; 153; 378; let-7/98; 183; 24	TNRC6B	362; 184; 27; 124.1; 9; 204/211; 378; 485-5p; 150; 29; 22	TNRC6B	150; 503; 378; 448; 9; 184; 485-5p; 29; 204/211; 124.1; 27

ZNF148	183; 125/351; 370; 142-5p; 24; 378; 153	**NFIB**	125/351; 331; 22; 128; 485-5p; 124.1; 29; 27; 9; 24	RICTOR	196; 448; 124.1; 96; 503; 326; 27; let-7/98; 204/211; 29

CLCN5	30-3p; let-7/98; 378; 24; 142-5p; 153	ZNF148	34b; 196; 204/211; 378; 124.1; 24; 128; 370; 125/351; 27	CLCN5	448; 503; 378; 9; 29; 24; let-7/98; 27; 485-5p

CPEB4	142-5p; 33; 342; 125/351; 153; let-7/98	MECP2	34b; 22; 204/211; 378; let-7/98; 196; 326; 96; 124.1	HMGA2	196; 125/351; 204/211; 9; 485-5p; 503; 150; 326; let-7/98

DAGLA	153; 183; 485-3p; 125/351; 24; let-7/98	RP11-130N24.1	362; 96; 9; 29; 125/351; 196; 27; 34b; 124.1	ZNF148	204/211; 196; 124.1; 34b; 125/351; 24; 448; 27; 378

EPHA4	153; 125/351; 33; 30-3p; let-7/98; 183	SP1	125/351; 29; 24; 27; 326; 378; 22; 128; 124.1	CPEB3	196; 125/351; 503; 29; let-7/98; 9; 27; 34b

NARG1	153; 378; 33; 342; 30-3p; 370	ZBTB39	9; 128; 485-5p; 22; 124.1; let-7/98; 27; 331; 370	MECP2	326; 34b; 378; let-7/98; 96; 196; 124.1; 204/211

PTPRD	485-3p; let-7/98; 30-3p; 153; 24; 142-5p	ATXN1	125/351; 29; 9; 370; 326; 96; let-7/98; 34b	**NFIB**	124.1; 448; 485-5p; 29; 9; 24; 27; 125/351

ACVR2A	125/351; 153; 378; let-7/98; 183	CCNJ	let-7/98; 196; 27; 128; 204/211; 370; 125/351; 96	RP11-130N24.1	9; 125/351; 124.1; 27; 29; 196; 96; 34b

BTBD7	342; 30-3p; 153; 378; 142-5p	CLCN5	29; 9; 485-5p; 378; 24; 128; 27; let-7/98	AKT3	124.1; 150; 503; 29; 448; 326; 125/351

CPEB2	153; 33; let-7/98; 183; 142-5p	CPD	196; 204/211; 370; 128; 150; let-7/98; 331; 27	ATXN1	34b; 125/351; 326; 96; let-7/98; 29; 9

DDX3X	30-3p; 33; 370; 183; 342	CPEB3	128; 9; let-7/98; 125/351; 196; 29; 27; 34b	BRPF3	96; 326; 204/211; 125/351; 27; 503; 9

E2F3	125/351; 153; 370; 378; 342	HMGA2	196; 150; 485-5p; 204/211; 326; 125/351; 9; let-7/98	BSN	448; 124.1; 24; 125/351; 150; 9; 503

FBXO33	; 142-5p; 30-3p; 342; 33; 153	IGF2BP1	370; 331; let-7/98; 196; 24; 96; 326; 9	CCND2	29; 196; 503; 96; let-7/98; 448; 124.1

MLL2	; 142-5p; 342; let-7/98; 370; 33	QKI	128; 485-5p; 9; 125/351; 370; 24; 124.1; 27	CCNJ	204/211; 27; 503; 196; 96; 125/351; let-7/98

PDE4D	; 183; 33; 24; 378; 485-3p	RICTOR	27; 196; 96; 204/211; 29; 326; 124.1; let-7/98	**KLF13**	9; 96; 125/351; 29; 448; 124.1; 378

QKI	; 24; 370; 33; 125/351; 142-5p	RIMS4	9; 96; 22; 27; 362; 127; 326; 331	MGA	326; 124.1; 378; 29; 9; let-7/98; 485-5p

RNF165	; let-7/98; 153; 24; 33; 142-5p	STC1	485-5p; 124.1; 9; 125/351; 22; 378; 34b; 96	ONECUT2	27; 29; let-7/98; 485-5p; 9; 96; 503

RSBN1	; 342; 183; 153; 378; 485-3p	BRPF3	27; 9; 96; 128; 125/351; 204/211; 326	PAPPA	27; 96; 150; let-7/98; 503; 448; 326

SETD7	; 485-3p; 153; 33; 125/351; 342	CPEB4	362; 96; 125/351; 128; 9; 27; let-7/98	PTPRD	24; 124.1; 204/211; 29; 503; let-7/98; 448

SIX4	; 153; 378; 33; 30-3p; 142-5p	DCX	27; let-7/98; 128; 29; 362; 9; 96	QKI	125/351; 124.1; 9; 503; 24; 485-5p; 27

SLC4A4	; 153; 125/351; 370; 142-5p; let-7/98	DTNA	9; 124.1; 378; 22; 24; 27; 128	RNF165	124.1; 448; let-7/98; 485-5p; 150; 29; 24

SOX11	; 125/351; 153; 33; 142-5p; 485-3p	FRMD4A	29; 9; 204/211; 128; 124.1; 96; 34b	SP1	326; 124.1; 125/351; 29; 378; 27; 24

SP1	; 24; 125/351; 485-3p; 378; 33	GABBR2	128; 9; 22; 378; 326; 204/211; 370	STC1	485-5p; 378; 34b; 124.1; 9; 125/351; 96

STC1	; 125/351; 30-3p; 142-5p; 378; 183	ISL1	27; 29; 128; 96; 9; 362; 378	ZFHX4	204/211; 96; 503; 485-5p; 448; 27; 9

THRAP1	; 485-3p; 142-5p; 183; 153; 24	KLF12	34b; 370; 204/211; 124.1; 29; 9; 27	**ACCN2**	9; 29; 326; 125/351; 124.1; 27

YOD1	; let-7/98; 183; 24; 30-3p; 125/351	MGA	378; 485-5p; 326; 29; let-7/98; 9; 124.1	APPBP2	9; 448; 378; 27; let-7/98; 29

ZFPM2	; 183; 142-5p; 485-3p; 153; 33	MITF	27; 331; 34b; 378; 124.1; 485-5p; 96	CPEB4	448; 9; 27; 125/351; 96; let-7/98

ARID4B	; 370; 183; 378; 142-5p	MMP16	150; 27; 370; 24; 124.1; 9; 96	CUGBP2	96; 326; 34b; 378; 196; 24

The top 30 genes in each tissue ranked by number of different miRNAs predicted to target them. Genes for which certain miRNA interactions were assessed experimentally are marked in bold. The full list of genes targeted by at least one of the candidate miRNAs affecting mRNA levels is shown in Table S2.

**Figure 6:**
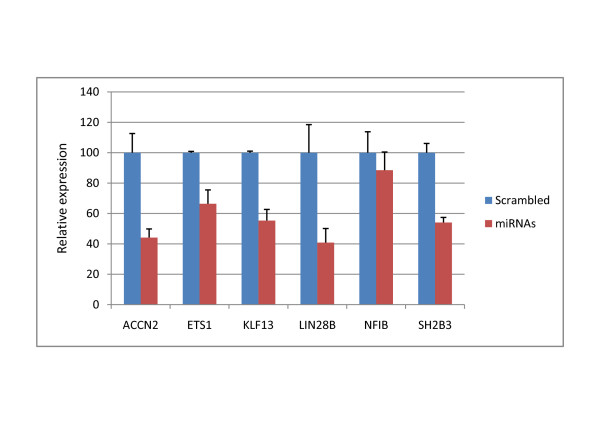
**Overexpression of miRNAs reduces predicted target mRNA levels**. Pools of miR-124, miR-125 and miR-9 miRNA mimics (miRNAs) or scrambled controls (Scrambled) were transfected into HEK293 cells. The mRNA expression of six genes predicted to be targeted by these three miRNAs was subsequently assessed by qRT-PCR. The graph shows the significant (P < 0.01) reduction in expression of ACCN2, ETS1, KLF13, LIN28B and SH2B3 following transfection with miRNAs relative to the scrambled control (error bars show standard deviation). There was no significant difference in expression of NFIB.

Comparison of the predicted miRNA target genes with those known to be involved in retinal function and disease [14] highlighted potential genes of interest (Table 3 and Additional file 3: Table S2). There was considerable overlap between known 'retinal genes' targeted by multiple miRNAs in P4 and adult retina. For example, a gene involved in the elongation of very long chain fatty acids (ELOVL4) is a predicted target of miRNAs with the most significant predicted effects on gene expression and the highest expression in RT-PCR assays. 

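The retinal genes of the P4 column of Table 3 were expressed above the level of other genes in the P4 retina. Of 65 genes, 63 of which are also in the adult column, 42 had a plain probe set, with 26 expressed in all 3 wildtype mice, 7 in 1 or 2, and 9 in none. On plain probe sets, Ccni, an atypical cyclin, and the kinase Nlk had the highest signals with 2844 ± 373 and 2814 ± 315 (SD, n = 3 mice). Cfl1, which severs actin filaments, had 1533 ± 903. With probe sets of all suffixes, Actb (5238) and Cfl1 (2996.5) were above Nlk, and Ccni had 1656. Sparc, a matrix glycoprotein, had 1156 ± 195. Among genes of photoreceptors, Elovl4 had a signal of 986 ± 224 (SD, n = 3). Mak, a kinase of the photoreceptor cilium, had 536 ± 129 and Impdh1, an enzyme of guanine nucleotide synthesis, 347 ± 42.6. Ncald, a neuronal calcium sensor of amacrine and ganglion cells, had 594 ± 125, and Tfap2b, a factor of amacrine and horizontal cells, 633 ± 153 (SD, n = 3 for each). The synaptic vesicle protein Syp stood at 786 ± 322, or at 396 with probe sets of all suffixes. Rgs9, which ends the photoresponse of rods and cones, had 35.7 ± 14.4 and was expressed in no array. With the highest probe set in place of the mean, Mak had 833 and Rgs9 55.9. The lowest were Clasp2 with 7.87 ± 3.84, Smoc2 with 5.50 ± 6.62, and Tagln and Anxa2 with 2.10 ± 0.819 and 2.03 ± 1.01. With probe sets of all suffixes, Clasp2 had 375 and Anxa2 106, above the median of each array. Smoc2 and Tagln then remained the lowest of the 42 genes with a plain probe set.

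**Figure D3:**
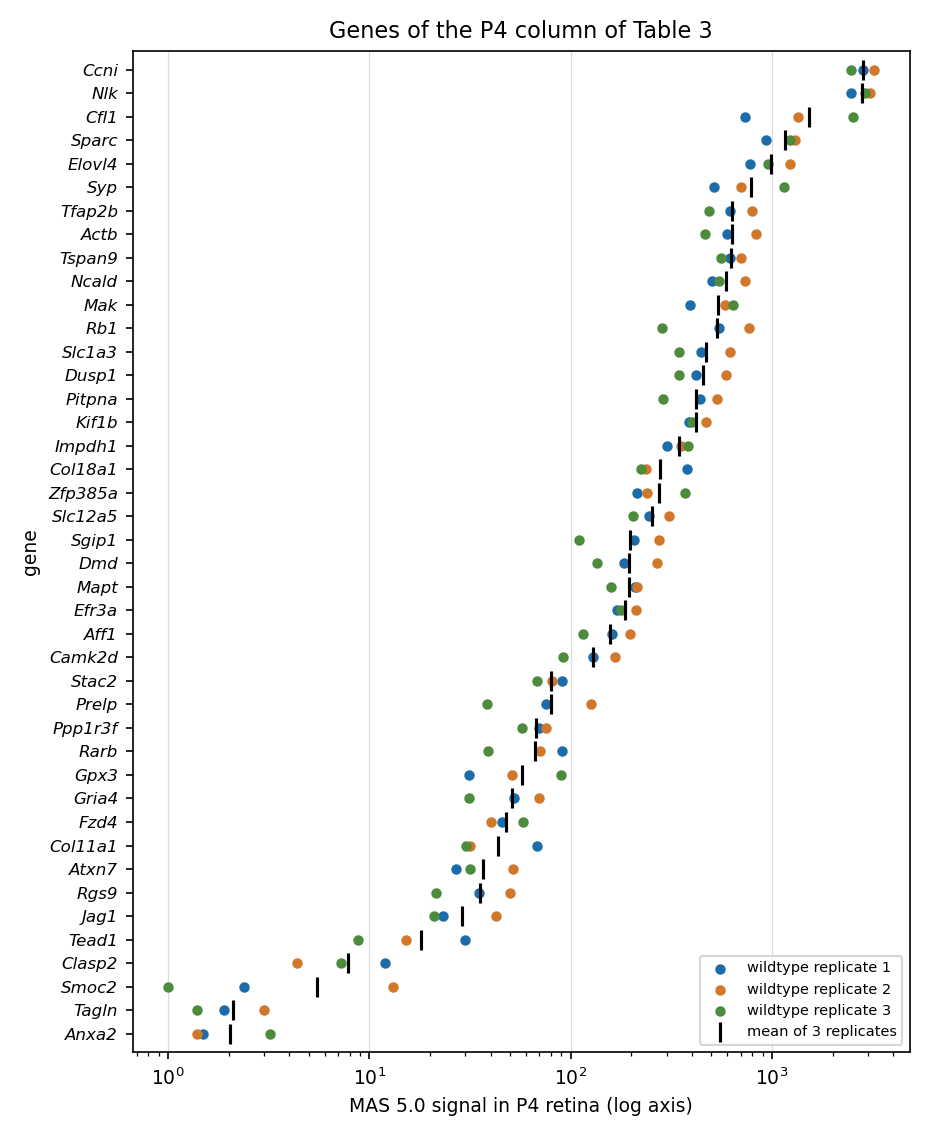
MAS 5.0 signal (log axis) of the 42 measured genes of the P4 column of Table 3 in the retinas of 3 wildtype P4 mice, 1 point per mouse, with the mean as a black bar. Points are means of plain probe sets, on which Ccni and Nlk lead, Elovl4 and Ncald are among the 10 highest, and Tagln and Anxa2 are the lowest. Ccni and Anxa2 leave these places with probe sets of all suffixes.

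The expressed genes of the list had medians of 429.7, 581 and 358 in replicates 1, 2 and 3. In 65.8% of all pairs of a list gene and another expressed gene, averaged over the arrays, the list gene was higher. The two-sided rank test gave a combined p of 4.49e-06, with a permutation p of 0.00148 and an adjusted permutation p of 0.0118 over 8 lists. The miRNAs behind Table 3 were selected on these arrays, so the list was not chosen independently of them. Table 3 also keeps only genes implicated in retinal function, and retinal genes without a predicted site were not compared. The higher signal therefore says nothing about an effect of miRNAs on these genes.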

ELOVL4 has been implicated in Stargardts disease and macular dystrophy [32] and is expressed in photoreceptor inner segments [33], in agreement with the ISH localisation of miR-124 (Figure 5), its predicted regulator. Likewise, Neurocalcin delta (NCALD) is expressed in retinal amacrine and ganglion cells [34] in agreement with the expression of miR-204, one of its potential regulators [9].

**Table 3:** Predicted target genes known to be involved in retinal function and disease.

CE-RSCs		P4		Adult	
4: NLK	1: NEFL	6: CAMTA1	1: COL18A1	5: NCOR2	1: DDIT4

3: DMD	1: PCDHGC3	6: NCOR2	1: COL2A1	4: CAMTA1	1: DUSP1

2: ADD1	1: PPP1R3F	5: ELOVL4	1: DUSP1	4: ELOVL4	1: FAM57B

2: CAMTA1	1: PSAP	5: NCALD	1: FAM57B	4: NCALD	1: H2AFZ

2: GNB1	1: RARB	4: NLK	1: H2AFZ	4: NLK	1: HSP90AB1

2: GPX3	1: RARG	4: RARG	1: IGFBP5	4: TP53INP2	1: IGFBP5

2: GRIA4	1: RDH10	4: TSPAN9	1: IMPDH1	4: TSPAN9	1: IMPDH1

2: HSPA8	1: RGS16	3: FZD4	1: KIAA0143	3: DMD	1: KIF1B

2: JAG1	1: RHO	3: TEAD1	1: KIF1B	3: FZD4	1: MAK

2: PAX2	1: RIMS1	3: TP53INP2	1: MAK	3: JAG1	1: MAPT

2: RB1	1: SGIP1	3: ZNF385	1: MAPT	3: RARG	1: PCDHGC3

2: SLC17A7	1: SLC12A5	2: CFL1	1: PAX2	3: TEAD1	1: PITPNA

2: TEAD1	1: SLC25A18	2: CSDA	1: PITPNA	2: CSDA	1: PPP1R3F

1: APP	1: SPP1	2: DMD	1: PPP1R3F	2: GPX3	1: PRELP

1: ATP8B1	1: STAC2	2: GPX3	1: PRELP	2: GRIA4	1: PSAP

1: BHLHB3	1: SYP	2: GRIA4	1: PSAP	2: PAX2	1: RARA

1: CAMSAP1	1: TFAP2B	2: JAG1	1: RARB	2: SLC12A5	1: RARB

1: CCNI	1: TP53INP2	2: RARA	1: RB1	2: SLC17A7	1: RB1

1: CFL1	1: TSPAN9	2: RIMS1	1: RDH10	2: TRPM3	1: RDH10

1: CLASP2	1: USH2A	2: SGIP1	1: RGS16	2: ZNF385	1: RGS16

1: COL2A1	1: ZNF385	2: SLC12A5	1: RGS9	1: ACTB	1: RGS9

1: CP		2: SLC17A7	1: RHO	1: ACTG1	1: RHO

1: DDIT4		2: TAGLN	1: RS1	1: ADD1	1: RIMS1

1: DUSP1		2: TRPM3	1: SLC1A3	1: AFF1	1: RS1

1: EEF1A1		1: ACTB	1: SLC25A18	1: ANXA2	1: SGIP1

1: EIF1		1: ACTG1	1: SMOC2	1: ATP8B1	1: SLC25A18

1: ELOVL4		1: AFF1	1: SPARC	1: ATXN7	1: SMOC2

1: FZD4		1: ANXA2	1: SPG20	1: CAMK2D	1: SPARC

1: HSP90AB1		1: ATP8B1	1: STAC2	1: CCNI	1: SPG20

1: IGFBP5		1: ATXN7	1: SYP	1: CFL1	1: STAC2

1: KIF1B		1: CAMK2D	1: TFAP2B	1: CLASP2	1: SYP

1: MSH6		1: CCNI		1: COL11A1	1: TAGLN

1: NCALD		1: CLASP2		1: COL18A1	1: TFAP2B

1: NCOR2		1: COL11A1		1: COL2A1	

Genes predicted to be targeted by one or more candidate miRNA affecting mRNA levels were compared with genes implicated in retinal function[14]. The overlapping genes are listed, with the number of different miRNAs predicted to target them followed by the gene symbol.

To establish the cellular functions which are regulated by the miRNAs shown to affect mRNA expression, enrichment of functional annotation terms within the predicted target genes was assessed [35]. The genes with target sites for those miRNAs identified by our analyses were selected from the set of all genes with a conserved miRNA target site predicted by TargetScan; this list was therefore used as the background to assess enrichment (various categories, including many regulatory functions, are already enriched in this group in comparison to the whole genome; data not shown). In all the different tissue types at different developmental stages, genes with two or more predicted sites for candidate miRNAs affecting mRNA levels were enriched for annotations predominately relating to regulatory functions, notably gene transcription (Additional file 4: Table S3).

## Discussion

### miRNAs regulate mRNA expression in the retina

Gene expression is regulated by many factors at both transcriptional and posttranscriptional levels. The effect of miRNAs within these influences is detectable through analysis of microarray expression profiles; groups of mRNAs defined by presence of a putative target site for specific miRNAs were expressed at a significantly lower level than the group of non-target genes. These effects were observed in developing and adult retina and to a lesser extent in CE-RSCs. Not surprisingly, these effects were related to the expression level of the miRNA; those with extremely significant effects, such as miR-125, miR-124 and miR-9 were amongst the most highly expressed in the P4 and adult murine retina. The miRNA expression patterns determined in this study were consistent with previous reports. For example, miR-125, miR-124 and miR-9 have all been independently reported to be highly expressed in the retina [9-11]. The association between the expression level of a miRNA and its predicted effects on mRNA expression is robust because it was demonstrated for both our qRT-PCR analysis of a relatively small number of miRNAs and for global miRNA expression profiles determined by other investigators [13].

Genes predicted to be targeted by multiple candidate miRNAs affecting mRNA levels are the best candidates for *in vivo *regulation by this mechanism. It is difficult to test this assertion in retinal cells, however the predicted effects on mRNA expression were observed for five of six genes in an *in vitro *model. This provides some support to the predictions of individual genes affected by miRNAs, at least for those targeted by multiple miRNAs with highly significant overall effects on mRNA expression,

### The pattern of miRNA activity suggests a role in retinal differentiation

The predicted effects of miRNAs were less significant in mouse CE-RSCs than in the P4 and adult retina. miRNA expression was correspondingly lower, with only 4 of 20 miRNAs displaying highest expression in the CE-RSCs (although this may have been partly due to the porcine origin of the CE-RSCs used for RT-PCR analyses). The absolute levels of these miRNAs were also lower than those highly expressed in P4 and adult retina. This is consistent with reports that miRNA expression increases from very low levels at embryonic day 10, when the retina is comprised of retinal progenitor cells with similar properties and gene expression patterns to CE-RSCs [36], to higher levels in the P1 and adult retina [11]. This pattern of miRNA expression and predicted effects supports a role for miRNAs in retinal differentiation, maturation and maintenance of the adult retina. A similar observation was noted by Wienholds and co-authors, when they were able to detect only a few miRNAs during early zebrafish development [37].

Although generally lower than in retina, miRNA expression was described for the first time in this study in CE-RSCs. Human and porcine eyes are similar in terms of morphology and physiology. We have previously characterised porcine CE-RSCs [38] and therefore, although the availability of mouse expression data for CE-RSCs, P4 and adult retina made it the choice for in silico analyses, porcine CE-RSCs were used to confirm expression of predicted miRNAs. CE-RSCs from various species have been shown to have very similar properties and gene expression patterns [38-41] Of the 4 miRNAs expressed most highly in CE-RSCs according to RT-PCR, miR-24 was also predicted to have a significant effect (p < 0.05) upon mRNA expression and miR-122 had p = 0.08. It has recently been shown that miR-24a represses apoptosis and is required for proper retinal development [42]. These miRNAs could also play a role in maintaining the progenitor cell state, as has been shown in other tissues; over-expression of miR-24 causes a delay in maturation of hematopoietic progenitor cells [43] and over-expression of miR-122 delays differentiation of human embryonic stem cells [44].

Many of the specific miRNAs shown to affect mRNA expression in the P4 and adult retina have previously been implicated in neuronal differentiation. For example, miR-124 has been associated with the transition from neural progenitor to differentiated neuron in the zebrafish brain [45]. In mouse brain miR-124 expression is restricted to mature neurons [46] and it promotes neuronal differentiation by triggering brain-specific alternative pre-mRNA splicing [47]. The reported absence of miR-124 in neural and retinal stem/progenitor cells *in vivo *[9,48,49] concurs with the lack of detectable expression in the CE-RSC spheres. Expression of miR-124 in the immature retina (P4) was lower than that in the adult retina and the ISH signal at P4 mainly corresponded to early differentiating neurons, retinal ganglion and amacrine cells. Our ISH for miR-124 in the adult retina confirmed previous reports [9] and showed miR-124 expression in all retinal layers, with particularly high levels in photoreceptor inner segments.

miR-9 promotes progression of neurogenesis in the zebrafish brain [50]. Expression of miR-9 was not detected in CE-RSCs, but in contrast to miR-124 it peaked in the P4 retina. This pattern is in agreement with Xu *et al *[11], who reported a very low level of miR-9 expression at E10 which gradually increased and peaked at P10, being lower in the adult retina. Notably, the transcription factor Hes1, which maintains retinal progenitor pools during development is a predicted target for miR-9 [50]. Similarly to retinal progenitor cells, high levels of Hes1 mRNA are found in CE-RSC spheres (Yanagi et al 2006, our unpublished data). Decrease of miR-9 expression past P10 correlates with the completion of retinal cell differentiation. miR-125 is another miRNA with highly significant predicted effects upon mRNA expression and the high expression levels for miR-125a and miR-125b detected by RT-PCR are in agreement with previous miRNA array data [8,11]. Together with miR-124 and miR-9, miR-125b is also induced during neural differentiation of embryonic stem cells [51].

### miRNAs differ in their effects upon mRNA turnover and translational repression

Our results suggest that, although many miRNAs are present in the retina, only a few affect mRNA levels sufficiently to have a detectable influence on target gene expression. Despite conclusive evidence of the high expression of miRNAs such as miR-181, -182 and -183 in the retina [8,9] the genes targeted by these miRNAs did not show significant down regulation at the mRNA level in our analysis. Conversely miR-122, which has previously been shown to direct mRNA cleavage [21], was expressed at a low level, but had a significant predicted effect upon target gene expression in several samples (combined p = 0.08). Interestingly, miR-125b, one of the miRNAs with the strongest predicted effect upon mRNA levels, has been shown to accelerate deadenylation leading to rapid mRNA decay [52]. It is now accepted that miRNAs can mediate both translational repression and accelerated mRNA turnover [53]. One explanation for the detection of the effect of some highly expressed retinal miRNAs upon mRNA levels and not others could be that they are acting preferentially at the level of mRNA turnover.

## Conclusions

The evidence presented in this study suggests that many miRNAs affect the expression levels of their target mRNAs during retinal development. The enrichment of the predicted target genes of these miRNAs for regulatory functions is in keeping with the proposed regulatory role of miRNAs. The lack of a mRNA 'signature' for other miRNAs which are also known to be highly expressed in the retina, suggests that certain miRNAs are less active at the mRNA level and perhaps act predominately upon translation. The identity and expression pattern of those miRNAs which were detected by analysis of target gene expression, such as miR-124, miR-125 and miR-9, provides further evidence that miRNAs play a central role in neuronal differentiation during retinal development.

## Methods

### Animal procedures

All animal procedures were performed in compliance with the UK Animals (Scientific Procedures) Act 1986. Adult mice were euthanised in a CO_2 _chamber and P4 neonatal mice were lethally anesthetised by intra-peritoneal (IP) injection of an overdose of pentobarbitone. Eyes were enucleated and either processed for ISH or the retinas dissected and snap frozen in liquid nitrogen for RNA isolation.

### Isolation and culture of CE-RSCs

Mixed sex White Landrace pigs were obtained from the Department of Agriculture and Rural Development Northern Ireland, Hillsborough, UK. CE-RSCs were isolated and grown as described previously [38]. Briefly, 1-2 week old pigs were lethally anesthetised, eyes were enucleated and placed into oxygenated artificial cerebral spinal fluid [aCSF: 124 mM NaCl,5 mM KCl,1.3 mM MgCl2, 26 mM NaHCO3, and 10 mM D-glucose,(Sigma-Aldrich, Poole, UK)]. A strip of ciliary body was dissected and enzymatically digested in Hanks' Balanced Salt Solution (HBSS) containing 2 mg/ml dispase (Sigma-Aldrich, Poole, UK) for 20 minutes at 37°C, followed by digestion in EBSS containing 1.33 mg/ml trypsin, 0.67 mg/ml hyaluronidase and 78 units/ml collagenase (Sigma-Aldrich, Poole, UK) for 20 min at 37°C. The supernatant was decanted and replaced with serum-free medium (SFM, DMEM/F12 (1:1) containing 0.6% (w/v) glucose, 2 mM glutamine, 5 mM HEPES buffer, 2% (v/v) B27, 100 units/ml penicillin and 100 units/ml streptomycin) with 1 mg/ml trypsin inhibitor (Invitrogen, Paisley UK). The cellular debris was gently triturated and dissociated into single cells with a fire-polished pipette. Cells were pelleted at 800 rpm for 10 minutes, resuspended in SFM and passed through a 40 μm cell strainer (BD Biosciences, USA). Cells were counted and plated at a density of 3 × 10^4 ^cells/ml in SFM supplemented with 20 ng/ml of epidermal growth factor (EGF) and 10 ng/ml basic fibroblast growth factor (bFGF) (Invitrogen, Paisley, UK). After 7 days newly formed sphere colonies were collected, pelleted at 800 rpm for 10 minutes and digested in Accumax cell counting solution (ICT, San Diego, USA) for 20 min at RT and mechanically dissociated into single cells by pipetting. Cells were washed once in SFM and plated at a density of 3 × 10^4 ^cells/ml. After 7 days secondary spheres were collected.

### miRNA target confirmation

HEK293-T cells were transfected at 80% confluency with miRNA mimics (Qiagen, Crawley, UK) using Turbofect transfection reagent (Fermentas, York, UK). Cells were collected for RNA isolation at 48 hours post transfection.

### RNA isolation

For mRNA analyses RNA was extracted using an RNeasy Micro Kit with on column DNAse digestion (Qiagen, West Sussex, UK) according to the manufacturer's protocol. For miRNA analyses total RNA was extracted using a mirVana extraction kit (Ambion, Foster City, CA) according to the manufacturer's protocol.

### mRNA microarray analysis and gene expression datasets

RNA samples from retinas of three P4 mice were labeled and hybridized to GeneChip^® ^430A 2.0 mouse microarrays (Affymetrix, Santa Clara, Ca.) according to the manufacturer's protocols. Raw data were analysed using the Affymetrix MAS 5.0 algorithm and the results deposited in NCBI's Gene Expression Omnibus (GEO) [54,55]. Publicly available mRNA expression data were downloaded from GEO. All the data were generated from Affymetrix genechips. Samples analysed on the MOE430A platform were available for CE-RSC and are directly comparable with the Mouse 430A 2.0 platform used for the P4 retina samples (~14,000 well characterised transcripts). Data from the MOE430B platform (~22,000 transcripts) was also available for several CE-RSC samples. The Mouse430_2 platform used for adult retinal expression interrogated all the transcripts in the A and B platforms. The tissues and GEO sample accession numbers are listed in Table 4.

**Table 4:** Gene expression datasets.

GEO accession	Type	Organism	Tissue
**GSM87191**	mRNA	Human	Retinal spheres from ciliary epithelium of adult eye

**GSM87193**	mRNA	Human	Retinal spheres from ciliary epithelium of adult eye

**GSM87194**	mRNA	Human	Retinal spheres from ciliary epithelium of adult eye

**GSM87195**	mRNA	Mouse	Retinal spheres from ciliary epithelium of adult eye

**GSM87196**	mRNA	Mouse	Retinal spheres from ciliary epithelium of adult eye

**GSM87197**	mRNA	Mouse	Retinal spheres from ciliary epithelium of adult eye

**GSM87198**	mRNA	Mouse	Retinal spheres from ciliary epithelium of adult eye

**GSM87199**	mRNA	Human	Retinal spheres from ciliary epithelium of adult eye

**GSM87200**	mRNA	Human	Retinal spheres from ciliary epithelium of adult eye

**GSM87201**	mRNA	Mouse	Retinal spheres from ciliary epithelium of adult eye

**GSM87202**	mRNA	Mouse	Retinal spheres from ciliary epithelium of adult eye

**GSM32153 **[64]	mRNA	Mouse	Adult Retina

**GSM81691 **[65]	mRNA	Mouse	Adult Retina

**GSM92629 **[66]	mRNA	Mouse	Adult Retina

**GSM107514**	mRNA	Mouse	Adult Retina

GSM419995*	mRNA	Mouse	P4 Developmental Retina

GSM419996*	mRNA	Mouse	P4 Developmental Retina

GSM419997*	mRNA	Mouse	P4 Developmental Retina

The mRNA expression datasets analysed to detect the effect of miRNAs were downloaded from Gene expression omnibus (GEO) or created in-house (*). The GEO accession numbers and details are listed. Numbers indicate associated references.

### miRNA target predictions

Predictions from TargetScan [23,24] were used because we have previously demonstrated the ability of this algorithm to predict known tissue-specific miRNAs [29]. TargetScan's requirement for a perfect match to the seed region and cross-species conservation reduces the false-positive rate [24,25,56]. By minimising background, use of this algorithm maximises the ability to detect effects on expression of real miRNA target genes. Complete miRNA datasets published by Lewis *et al*. [24] were downloaded from the TargetScan website (version 3.1) [57]. For controls, 5 random datasets were generated for each of the gene expression datasets. For each of the random sets, the same numbers of target genes as predicted by TargetScan were randomly assigned to each of the miRNAs. The relationships between candidate miRNAs predicted to affect mRNA levels in the retina and their target genes were analysed using Microsoft Access and 'targets of conserved families' from Targetscan version 4.2. Functional characterisation of predicted target genes was performed using the DAVID bioinformatics database [35].

### Bioinformatic analysis of target mRNA levels

The relative expression of the predicted target gene sets for each miRNA were compared as described previously using stand alone Java and R [58] programs in conjunction with MS Access and MS Excel [29]. Only single gene-specific Affymetrix probesets (suffix_at) were considered and only those expressed in each dataset analysed (designated by a 'present' call if available, or alternatively by a signal strength greater than the median value). Probeset IDs were converted to their cognate Gene Symbols, using the Biomart online suite [59]. For each mRNA expression dataset (Table 4), lists of expressed genes targeted by each miRNA family and their respective expression levels were compiled. The mean expression level was calculated for genes represented by > 1 probeset to provide the 'Average Target Gene Signal'. Only miRNAs with > 50 predicted targets were considered. The expression values of the predicted targets of a specific miRNA in each individual dataset were compared with the set of expression values in that dataset of all the genes predicted to be targeted by miRNAs. To determine whether there was a significant difference between the medians of the ranked gene expression values of the two sets, the nonparametric one-sided Wilcoxon rank sum test was employed. Fisher's combined probability test was used to calculate a composite test statistic from the individual p-values associated with the multiple expression datasets from CE-RSCs, P4 or adult retina[60]. For every miRNA with a combined p < 0.05 we considered that the expression of the set of genes targeted by that miRNA in that tissue was significantly less than the average expression of all the targeted genes.

### RT-PCR

RT for detection of mRNAs was performed with 1 μg of RNA using random hexamers and SuperscriptIII (Invitrogen, Paisley, UK). Specific miRNAs were detected using a modified version of the method described by Shi and Chiang [61], in which mature miRNAs are polyadenylated and target sequences for a reverse primer are subsequently incorporated into cDNA by use of an oligo dT adapter. One microgram of RNA was polyadenylated using poly(A) polymerase (PAP; Ambion, Foster City, CA) at 37°C for 1 hour in a 25-μl reaction mixture. RNAs were then reverse transcribed with 200 U reverse transcriptase (SuperScript III; Invitrogen, Paisley, UK) and 0.5 μg poly (T) adapter (3' rapid amplification of complementary DNA ends (RACE) adapter in the FirstChoice RLM-RACE kit; Ambion). Primers for specific miRNAs were based on miRNA sequences obtained from miRBase [62,63] (Table 5). The reverse primer was the 3' adapter primer (3' RACE outer primer in the FirstChoice RLM-RACE kit; Ambion).

**Table 5:** Sequences of primers and ISH probes.

DNA oligonucleotides	
**Name **	**5'-3' nucleotide sequence**

Let-7d	AGAGGTAGTAGGTTGCATAGT

miR-9	TCTTTGGTTATCTAGCTGTATGA

miR-24	TGGCTCAGTTCAGCAGGAACAG

miR-25	CATTGCACTTGTCTCGGTCTGA

miR-27a	TTCACAGTGGCTAAGTTCCGC

miR-34a	TGGCAGTGTCTTAGCTGGTTGTT

miR-34b	TAGGCAGTGTAATTAGCTGATTG

miR-122	TGGAGTGTGACAATGGTGTTTG

miR-124	TAAGGCACGCGGTGAATGCC

miR-128	TCACAGTGAACCGGTCTCTTTT

miR-125a-5p	TCCCTGAGACCCTTTAACCTGTGA

miR-125b-5p	TCCCTGAGACCCTAACTTGTGA

miR-130a	CAGTGCAATGTTAAAAGGGCAT

miR-130b	CAGTGCAATGATGAAAGGGCAT

miR-150	TCTCCCAACCCTTGTACCAGTG

miR-204	TTCCCTTTGTCATCCTATGCCTG

miR-326	CCTCTGGGCCCTTCCTCCAGT

miR-370	GCCGGCTGGGGTGGAACGTGGTT

miR-378	CTCCTGACTCCAGGTCCTGTGT

miR-485-5p	AGAGGCTGGCCGTGATGAATTC

Poly (T) adapter	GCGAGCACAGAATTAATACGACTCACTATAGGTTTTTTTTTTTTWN

Reverse RACE	GCGAGCACAGAATTAATACGAC

ETS1F	CCAGACAGACACCTTGCAGA

ETS1R	TGAGGCGATCACAACTATCG

KLF13F	GAAGCACAAGTGCCACTACG

KLF13R	GGCAGCTGAACTTCTTCTCG

NFIBF	AGCTGCTGGAAGTCGAACAT

NFIBR	TGAAGGTGGAGGTGGAGTTC

LIN28BF	AAGGCCTTGAGTCAATACGG

LIN28BR	CACTTCTTTGGCTGAGGAGG

SH2B3F	CTGGAGCTCTTCGACCCAC

SH2B3R	ATGTCTGTCCGGTCCTTCAC

ACCN2F	AGCTGTTACCATGGACTCGG

ACCN2R	CACGCAGTACTCCTGGTCCT

	

***in situ *probes**	

**Name **	**Sequence (enhanced with LNA) 5'-3'**

mmu-miR-124	GGCATTCACCGCGTGCCTTA

mmu-miR-34a	AACAACCAGCTAAGACACTGCCA

mmu-miR-128	AAAAGAGACCGGTTCACTGTGA

mmu-miR-125b-5p	TCACAAGTTAGGGTCTCAGGGA

mmu-miR-378	CCTTCTGACTCCAAGTCCAGT

mmu-miR-122	CAAACACCATTGTCACACTCCA

Scrambled-miR	TTCACAATGCGTTATCGGATGT

Oligonucleotide primers and *in situ *probes from the miRCURY™LNA Detection system (Exiqon, Vedbaek, Denmark).

PCR was performed for 45 cycles with denaturation at 94°C for 30 seconds, annealing at 55°C for 30 seconds, and extension at 72°C for 30 seconds (LightCycler 480: Roche, Mannheim, Germany). PCR products were analyzed by polyacrylamide gel electrophoresis (20%; Invitrogen) to confirm the predicted size (approximately 60 bp, including mature miRNA and adapter sequences).

Relative RNA expression was determined by measuring the concentration of template in each sample at the threshold cycle (Ct) from a standard curve (Log concentration against Ct) generated from dilutions of a pooled cDNA sample. Relative expression determined by an alternative method employing delta Ct values and efficiency values calculated from a standard curve gave very similar results (Additional file 2: Figure S1). Starting template copy number was estimated from Ct values using the equation: R_0 _= R_Ct _/(1 + E)^Ct ^where Ct is the threshold cycle, R_Ct _is the fluorescence at this cycle, E is amplification efficiency (calculated from a standard curve) and R_0 _is starting fluorescence, which is proportional to the starting template quantity. Starting template copy numbers estimated using the linear regression efficiency method described by Rutledge *et al *[31] were in broad agreement with the above method (Additional file 2: Figure S1) and mean values from the two methods were calculated.

### *In situ *hybridization (ISH)

Mice were euthanised as described above. Eyes were enucleated, fixed in 4% PFA for 1 h at 4°C and cryoprotected trough series of 10, 20 and 30% sucrose, for 1-3 h, embedded in optimal cutting temperature compound (OCT, Sakura, Japan) and snap frozen in an isopentane bath on dry ice. CE-RSC spheres were collected and fixed in 4% PFA for 30 min at 4°C, cryoprotected in 30% sucrose over night, embedded in OCT and snap frozen on dry ice. Locked nucleic acid probes (miRCURY™ LNA Detection, Exiqon) for the candidate miRNAs and a scrambled miRNA control probe (Table 5), were pre-labelled with digoxygenin (DIG) at the 5' end. 10 μm cryosections were fixed in 4% PFA for 10 minutes, rinsed in 1× PBS and 100 μl of hybridisation mix (50% formamide, 0.3 M NaCl, 20 mM Tris-HCl pH 8, 10% dextran sulphate, 1× Denhardt's solution, 1 mg/ml yeast rRNA) containing 2 μl of probe/ml was applied to sections. Slides were covered with glass cover slips and hybridisation was performed overnight at 20°C below the Tm. Slides were washed twice in 1 × SSC, 50% formamide, 0.1% Tween 20 for 30 min, and once in 1 × SSC, 0.1% Tween 20 and 0.2 × SSC 0.1% Tween 20 for 30 minutes at 65°C. Two washes in 1× MABT (100 mM maleic acid, 150 mM NaCl, 0.1% Tween 20, pH 7.5) were performed at RT for 30 minutes. After incubation in blocking solution containing 1× MABT, 2% blocking reagent (Roche, Mannheim, Germany) and 20% heat inactivated sheep serum (Sigma-Aldrich, Poole, UK) for 2 hours at RT, anti-digoxygenin Fab fragments (Roche, Mannheim, Germany) were applied at 1:5,000 dilution overnight at RT. Detection staining was performed by incubation with the alkaline phosphatase chromogenic substrate 5-bromo-4-chloro-3-indolylphosphate/nitro-blue tetrazolium (BCIP/NBT) (Roche, Mannheim, Germany).

## Authors' contributions

AA performed bioinformatic analyses and some laboratory work; JG-F performed RT-PCR and ISH and contributed to manuscript preparation. LH performed miRNA transfections and mRNA RT-PCR. MD performed microarray analysis with P4 mice; TC contributed to supervision and manuscript preparation; DAS conceived and supervised the study, performed bioinformatic analyses and prepared the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1**. Significance of predicted effects of miRNAs upon mRNA expression in all gene expression datasets (CE-RSCs, P4 and adult retina) and p-values calculated using Fisher's combined probability test. Click here for file

Additional file 2 **Figure S1**. miRNA expression detected by RT-PCR. (A) Comparison of relative miRNA expression calculated using a standard curve (as shown in Figure 3A) with the values calculated using ΔCt and efficiency; for each gene the sample with highest expression was normalized to a value of 100. Each point represents the expression of one miRNA in a single sample as determined by both methods, which yielded very similar results (R^2 ^= 0.983). (B) Starting template copy numbers estimated for each miRNA based on threshold cycle (Ct) and amplification efficiency plotted against the values calculated by a linear regression efficiency method [31](R^2 ^= 0.661). Click here for file

Additional file 3 **Table S2**. All genes predicted to be targeted by candidate miRNAs affecting mRNA levels in each tissue. Genes assessed experimentally for miRNA interactions are highlighted in bold. Click here for file

Additional file 4 **Table S3**. The categories of functional annotations enriched within those genes predicted to be targeted by two or more candidate miRNAs affecting mRNA levels within CE-RSCs, PE or adult retina. Analyses were performed using the DAVID bioinformatics database [35]; categories with p < 0.05 after correction for multiple comparisons (Benjamini) are listed. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

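Retinal RNA from 6 mice at postnatal day 4 was measured, 3 wildtype and 3 Nhlh2 knockout, each on 1 Affymetrix Mouse 430A 2.0 array. The 3 wildtype arrays are the paper's P4 samples, and the 3 knockout arrays are not part of the paper. According to the series design, wildtype and knockout mice with the same replicate number are littermates. Conditions, comparisons, gene lists and alternatives were fixed before the data were examined, except those said to be chosen later.

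The authors deposited 1 intensity per probe set and array, made with the Affymetrix MAS 5.0 algorithm, which corrects for background and mismatch signal. The values are on a linear scale. A common scaling of the arrays had been assumed when the tests were fixed, but trimmed means (2% trimmed) ran from 25.7 to 268, so the signals were not scaled between arrays. The planned fits on the signals as deposited were kept, and centring and quantile normalization were among the alternatives set. The scaling target of MAS 5.0 and its present calls were not used here. No count or depth applies to arrays, so the number of arrays per group limits the precision.

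Of 22690 probe sets, 64 are controls. A table of the series' probes paired 20380 probe sets with 1 gene symbol and 691 with several, and did not list 1606. The symbols were checked against RefSeq genes of GRCm38.p6, and 0 needed an update. No coordinates are given, since the paper names no genome build for these data.

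Gene lists were tested in the 3 wildtype arrays after the paper's methods, with other lists and another background. Probe sets with the plain _at suffix and a signal above the array's median were kept and averaged per gene. A one-sided Wilcoxon rank sum test compared each list with all other expressed genes, and the 3 p-values were combined by Fisher's method. The paper's background, all genes with a TargetScan site, was not used here, and neither was its minimum of more than 50 predicted targets per miRNA: the lists of single miRNAs here have 17 to 28 members, with 2 to 12 expressed in an array. The test of the Table 3 genes was two-sided. A permutation p from 100000 random lists was added after the tests were fixed, because several lists have fewer than 10 expressed members and because it keeps the correlation between arrays. The position of each list's median among 10000 random lists of equal size was also taken. P-values were adjusted by Benjamini-Hochberg over 8 lists. Lists of textbook targets, cell types and pathways, 24 in all, were written from general knowledge. Random lists of 50, 100 and 200 genes tested how often Fisher's method gives a combined p under 0.05 by chance. Across miRNA families, the paper's combined p of Table S1 was correlated with the log2 signal of the family's highest host gene, averaged over the arrays, with permutation p-values. The mean of the host genes was an alternative.

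The knockout comparison used limma on log2 signal, with a constant of 1 added because of 3 zeros. It covered the 11603 probe sets above the array's median in at least 3 of 6 arrays. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry beside it, on 1 probe set per gene. Littermate pairs were not a term in this fit. The fit with the pair as a block was an alternative, and so were other normalizations, filters, constants, an intensity trend, an ordinary two-sample test and leaving out each array. The littermate labels were checked by correlating arrays after each group's mean was removed. With all 6 arrays, r between mice of the same number was 0.294, -0.126 and 0.222 for pairs 1, 2 and 3, while wildtype 2 and knockout 1 had 0.382. Without knockout replicate 2, r was 0.493 for pair 1 and 0.725 for pair 3, while wildtype 2 and knockout 1 had 0.641. With only knockout 1 and 3 left, removing the group mean makes these arrays mirror images. Wildtype 3 thus had 0.725 with knockout 3 and -0.725 with knockout 1, and the values of pairs 1 and 3 are not separate checks. The correlations neither bear out nor exclude the pairing. Fits that leave out knockout replicate 2, or combine centring with the block, were chosen after the data were seen where the closing text says so. The other splits of the 6 arrays into 3 and 3 were counted.

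Genes named in the text are those the paper names for P4, members of the P4 columns of Tables 2 and 3, the highest and lowest members of each list, and in the knockout comparison up to 5 probe sets per direction with the smallest p where none passed. Crystallins and other lens genes, and genes of sex chromosomes, were named after their values were seen. For these, the signal is that of the probe set with the highest mean over the 6 arrays, of any suffix.

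The list test was tested on simulated data built on the wildtype arrays. With the signal of 10 genes multiplied by 0.75, 53.0% of simulated lists had a combined p under 0.05, and 15.0% with no change. With 30 genes these were 79.0% and 10.5%, and with a factor of 0.5 they were 95.0% for 10 genes and 100% for 30. The simulated lists were drawn from the 4922 genes expressed in all 3 arrays. Targets already under the median, which drop out of the tested lists, were not among them. These shares may therefore overstate what the list test can detect. In simulated data built on the knockout comparison, with 200 changed probe sets, limma recovered 0% with all 6 arrays as deposited, even at a log2 change of 3. Without knockout replicate 2 and with centring at the 75th percentile it recovered 19.4%, 71.6% and 84.8% at log2 changes of 1, 2 and 3.

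Not analysed here were adult retina, CE-RSCs, RT-PCR, in situ hybridisation and HEK293 cells. Target sets from seed matches in 3' UTRs could not be built, since no genome was at hand. Software was R 4.3.3 with limma 3.58.1, and scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 in Python.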

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

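The tests on the array of knockout replicate 2, on lens genes and on cell cycle genes within littermate pairs were chosen after the results were seen.

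The array of knockout replicate 2, a sample the paper does not report on, stood far from the other 5: its 3' to 5' signal ratio of Actb was 274, against 1.38 to 1.56 in the others, and its median signal was 9.0, against 51.4 to 95.6. Loss of Nhlh2 is argued against by knockout replicates 1 and 3, whose correlation with wildtype arrays was at least 0.932, while that of knockout replicate 2 with any array was at most 0.690. A weaker hybridisation or scan is argued against by the spiked controls, whose median of 897 in this array was above the 470.3 to 632 of the others. A shortening of this sample's RNA or labelled cRNA toward the 3' end stays open and is consistent with the ratio of Gapdh, which was 15.6 here and 0.698 to 0.838 elsewhere. A low amount of starting RNA was not tested.

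Lens crystallins stood out in wildtype replicate 1, in genes outside those the paper discusses: Cryba1 had a signal of 1889, against at most 20.9 in the other 5 arrays, and Cryaa 2567 against 3.90, each on the gene's probe set of the highest mean, of any suffix. All 13 crystallins measured were highest in this array, 10 of them by more than 10 times. A candidate explanation is lens tissue carried over in dissection, but of 6 other lens genes only 3 were highest there (exact p = 0.0623), among them Mip with 37.1 and Gja3 with 32.7 on such probe sets, and most lay near the floor, so this cannot be told apart from crystallin expression in that retina. None of 12 genes of the lens list was expressed in all 3 wildtype arrays. The design names no difference between the wildtype mice other than their litter. Knockout replicate 1, by the design the littermate of wildtype replicate 1, had 2 for Cryaa and 1.2 for Cryba1. No biological explanation was tested.

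Without knockout replicate 2 and with centring at the 75th percentile, 22 of 23 cell cycle genes were higher in the knockout retinas, which the paper does not analyse, with a median log2 change of 0.23 (limma camera, adjusted p = 2.1e-06, and adjusted p = 0.929 with an estimated correlation). With that array kept and the same centring, the median was -0.03, with 8 of 23 genes higher (adjusted p = 0.834), so the direction and the call depend on leaving it out. The direction was not shared by the littermates: the median difference was -0.19 in pair 1, with 4 of 23 genes higher in the knockout, and 0.43 in pair 3, with 22 of 23 higher. Rod genes also had opposite signs in pairs 1 and 3, with 0.15 (12 of 15 higher) and -0.26 (3 of 15). So had progenitor genes with -0.09 (5 of 18) and 0.22 (12 of 18). Pigment epithelium genes had -0.38 (1 of 8) and 0.24 (5 of 8). Cone genes had 0.32 and -0.16, and synaptic vesicle genes 0.10 and -0.33. Microglia genes had -0.11 and 0.38, and immediate early genes 0.22 and -0.13. Signs were also opposite in the lists of horizontal cells, Mueller glia, sex-linked genes, the Notch pathway, glycolysis and textbook targets of miR-124. The remaining lists had the same sign in both pairs. Amacrine genes had -0.11 and -0.23, ganglion cell genes -0.11 and -0.19, and bipolar genes 0.09 and 0.38. Endothelium genes, basic helix-loop-helix factors and the textbook targets of miR-9 also kept their sign. With the pair as a block, the median of the cell cycle genes was 0.15 (camera, adjusted p = 0.0123, and adjusted p = 0.901 with an estimated correlation). For the cell cycle genes, the opposite signs fit a difference between mice that is not tied to genotype. An effect of Nhlh2 stays open.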

How the results depend on the processing

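Of 66 alternatives for the 8 lists at P4, 57 kept the list's direction and its side of the threshold. The Table 3 genes stayed higher in all of theirs (combined p from 1.61e-05 to 4.99e-04 with 1 mouse left out). Above the 25th percentile, the Table 2 genes of miR-124 (combined p = 0.493) and miR-125 (0.228) turned lower without passing the threshold, and the textbook targets of miR-125 (0.00865, permutation p = 0.0480) in passing it. With no filter, these targets were also lower (0.00292, permutation p = 0.0343), while the Table 2 genes of miR-9 (0.860) and the P4 column (0.971) turned higher. With 1 test on the mean log2 signal the miR-9 genes (0.539), and with the Adult column of Table 2 its genes (0.890), turned higher. Leaving out each wildtype mouse gave 0.146 to 0.403 for the miR-9 genes and 0.0977 to 0.383 for the P4 column, with the direction kept. For the miR-125 genes it gave 0.341 to 0.710, lower without replicate 3. The cause was not tested. For 119 genes, those with a P4 signal in the text and the P4 columns of Tables 2 and 3, 61 of 238 signals with another choice of probe sets moved by more than 1 SD. Leaving out 1 of 3 mice cannot move a mean that far. The 238 include genes whose signal is identical under each choice of probe sets, such as Nrl, Pcna and Atxn1. The share that moved is therefore lower than among genes for which the choice changes the probe sets used. The signals of cell type and pathway genes were added after seeing the data.

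Random lists with a combined p under 0.05 rose to 12.09% (100 genes) and 12.76% (200 genes) with no filter. With 1 mouse left out they fell to 8.14 to 8.78% (50 genes), 8.43 to 8.85% (100) and 8.67 to 9.12% (200), since fewer p-values were combined. The rho of host genes stayed above 0, from 0.0813 to 0.195.

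In the knockout comparison limma called 0 probe sets under 17 alternatives, 4 of them chosen after seeing the data (0 to 1146 at an unadjusted p under 0.05, and 212 with the littermate pair as a block), as did an ordinary two-sample test (53). With that block it called 0 gene lists. Leave-one-out gave 0 to 3 lists, with 3 without knockout replicate 2. Chosen after seeing the data, fits without this array called 1 list with centring at the 75th percentile, 1 with quantile normalization and 2 with centring and the block. All these calls were lost with an estimated correlation.

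Not run were the seed-match target sets at P4, which need a genome, and no Nhlh2 signal can be given, since no probe set is paired with that symbol in the tables used here. Signals near the floor of an array limit what can be said of genes such as Atxn1 and Tagln.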

Differences from the paper's values

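The paper states that sets of genes targeted by miR-124, miR-125 and miR-9 had a significantly lower expression at P4. Here, none of the lists of such genes was significantly lower: the combined p was 0.973, 0.593 and 0.254 for the Table 2 genes of miR-124, miR-125 and miR-9, and 0.995, 0.877 and 0.991 for their textbook targets. The lists here hold members of any column of Table 2 or textbook targets, set against all other expressed genes. The paper's sets hold all TargetScan predictions of a family, set against all predicted targets. In the paper's direction went the miR-9 genes, with the list gene higher in 45.6% of pairs, and the P4 column of Table 2, with 45.3% and a combined p of 0.186. Settings fixed before the data were examined that place a list significantly lower are no filter on signal (combined p = 0.00292, permutation p = 0.0343) and the 25th percentile filter (combined p = 0.00865, permutation p = 0.0480), both for the textbook targets of miR-125 only. The adjusted permutation p over 8 lists was 0.137 and 0.192.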

Other observations

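The fits without knockout replicate 2, the axis of the other 5 arrays and the window for neighbours of Nhlh2 were chosen only after the results were seen. In the wildtype P4 retina, genes of dividing progenitors and of young rods had high signals side by side. Of the progenitor genes with a plain probe set, 16 of 18 were expressed in all 3 mice, led by Ccnd1 at 3028 ± 201.2, Sox2 at 1045 ± 256, Lhx2 and Six6 at 920.2 ± 81.5 (SD, n = 3). For the cell cycle genes this was 18 of 20, with Pcna at 3456 ± 821 and Mki67 at 1303 ± 419. Of the rod genes, 13 of 19 were expressed in all 3, led by the factor Nrl at 5756 ± 1284, phosducin (Pdc) at 4995 ± 667 and arrestin (Sag) at 3617 ± 711, while Gngt1 at 15.5 ± 10.7 and Guca1b at 6.38 ± 4.03, of the phototransduction cascade, were not. With probe sets of all suffixes Gngt1 had 336. Among random lists of equal size, the median of the progenitor list was at percentile 100.0, that of the rod list at 99.8 and that of the cell cycle list at 99.6. Amacrine genes stood at percentile 99.4 with 11 of 16 expressed in all 3 mice (Neurod4 1492 ± 231, Pax6 639 ± 137) and ganglion cells at 93.6 with 11 of 14 (Nefl 1013 ± 279, Stmn2 844 ± 169.7). Mueller glia were at 99.6 with 7 of 9 (Car2 2677 ± 612, Vim 2493 ± 610.1), but Abca8a (16.5 ± 16.8) and Aqp4 (11.3 ± 9.96) were expressed in no array, and Glul, Rlbp1, Apoe and Clu had no plain probe set. Cone genes were at 81.8 with 5 of 8 (Gnb3 1029.8 ± 237, Opn1sw 399 ± 93.9) and horizontal cells at 51.7 with 3 of 6. Bipolar genes, of a cell type born late, were at 30.9, with 2 of 10 expressed in all 3 mice and Vsx1 at 10.6 ± 2.03. Several of these genes belong to more than 1 list, such as Pax6 in progenitors and amacrine cells and Hes1 in progenitors and Mueller glia.

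Glycolysis genes were at percentile 99.6 (Pgk1 4403 ± 642, Pkm 3488 ± 389; SD, n = 3), with 5 of 6 expressed in all 3 mice, and synaptic vesicle genes at 98.8 with 9 of 13 (Snap25 2769 ± 594, Cplx3 858 ± 274). The Notch pathway was at 90.2 with 13 of 16 (Notch1 896 ± 164, Hes5 465 ± 113) and the basic helix-loop-helix factors at 83.3 with 9 of 18, Neurod1 the highest. Pigment epithelium genes were at 79.6 with 5 of 9. The melanosome genes Pmel and Dct had 859 ± 350.1 and 538 ± 234, and the visual cycle gene Rpe65 19.8 ± 10.3. Endothelium and pericytes were at 21.7 with 3 of 9 (Kdr 784 ± 243), microglia at 50.8 with 3 of 8 (Csf1r 266 ± 114), astrocytes at 53.8 with 1 of 4 (Pdgfra 257 ± 62.0), immediate early genes at 54.0 with 5 of 11 (Btg2 1148 ± 309), lens genes at 11.4 with 0 of 12, sex-linked genes at 53.4 with 2 of 4 and blood cells at 16.1 with 0 of 3. With the highest probe set of a gene in place of the mean, Neurod4 had 2918, Pax6 1854, Opn1sw 782, Notch1 1477, Pdgfra 436 and Vsx1 19.1, and with probe sets of all suffixes Hes5 had 783 and Csf1r 146.

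Fisher's method was tested for the case of several arrays of 1 tissue, whose p-values may not be independent. Of random lists of 50, 100 and 200 genes, 11.63%, 11.22% and 11.34% had a combined p under 0.05 over the 3 wildtype arrays, against 4.77%, 5.35% and 4.80% with 1 array. Among the 137 miRNA families in the P4 columns of the paper's Table S1, the paper's combined p was under 0.05 for 23, and for 14 after Benjamini-Hochberg adjustment, and 10 families had a p under 0.05 in each of the 3 samples. The paper's p-values of its 3 samples had rank correlations of 0.842 to 0.968 across families. With p-values this correlated the combined p can be too small, as for the random lists, and the adjustment does not correct for that. The 14 is therefore not a count at a controlled error.

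Whether miRNAs with a low combined p in Table S1 have host genes with a higher signal at P4 was tested over 31 families, which are not independent samples. Spearman's rho was 0.167 (permutation p = 0.370) and Pearson's r 0.167 (permutation p = 0.367), or 0.188 without the 2 families farthest from the median host signal. The 31 families do not include miR-124, miR-9 or miR-125, the families the paper stresses at P4. The families miR-23, miR-24 and miR-27 share 1 host gene, Aopep. A relation was not found among the families tested, and one is not excluded.

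Between Nhlh2 knockout and wildtype retina, limma called 0 of 11603 probe sets with all 6 arrays, with 3 at an unadjusted p under 0.05 where 580.2 would fall by chance. An ordinary two-sample test also called 0, with 53 unadjusted. With this spread between arrays the simulated changes were not recovered either, so this says nothing about an effect of Nhlh2. None of 21 gene lists was called by camera with either correlation or by fry. The smallest p belonged to Nme1 (log2 change -2.45, adjusted p = 0.448) and Igfbp7 (-2.85, adjusted p = 0.448), which did not pass, in a comparison where the median of all probe sets was -1.38. Without knockout replicate 2 and with centring at the 75th percentile, chosen after seeing the data, limma again called 0, with 81 unadjusted, or 0 with 452 unadjusted with the littermate pair as a block, where 565.8 would fall by chance. In the fit without the block, Nme1 (-1.56), Suz12 (0.74) and Shmt2 (0.60) each had an adjusted p of 1.00. All 10 splits of the 6 arrays into 3 and 3 gave 0 calls, the highest of the others included, and 10 splits are too few for a share under 0.05. In the centred fit without knockout replicate 2, which recovered part of the simulated changes, genes within 10 megabases of Nhlh2 were not over-represented among the 100 smallest p (2 of 149 neighbours, Fisher's exact p = 0.418). That fit called 0 probe sets and had 81 at an unadjusted p under 0.05, so these 100 hold no called change to trace to a source. An effect of the region flanking the targeted gene is left open. With all 6 arrays, 1 of 151 neighbours was among the 100 smallest p (Fisher's exact p = 0.759), in a fit that recovered none of the simulated changes. On the probe set of the highest mean for each gene, a sex difference between the genotypes is argued against by Xist, at most 26.7 in any array, and by the Y-linked Eif2s3y, Kdm5d and Uty, at least 152, 84.1 and 46.3 in the 5 arrays other than knockout replicate 2. In that array these 3 genes had 25.4, 0.8 and 1.4, and Xist 10.4 beside a median of 9.0, so the sex of this mouse is left open. The median log2 change of pigment epithelium genes was -0.0146 relative to all genes. Too few lens genes passed the filter, and with no filter 15 of them had a median of -0.92 relative to all genes (camera, adjusted p = 0.757), so carried-over tissue is left open.

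Without knockout replicate 2, the first axis of the 5 centred arrays took 69.0% of the variance and set wildtype 3 and knockout 3, which are littermates, against the other 3. Among the splits of all 6 arrays, that of wildtype 1, wildtype 2 and knockout 1 against wildtype 3, knockout 2 and knockout 3 had 518 probe sets at an unadjusted p under 0.05, or 1467 after centring, against 3 and 13 for genotype. This split follows the same axis and sets the 3 arrays with the highest medians against the others, so it is no separate evidence, and what sets these arrays apart is left open. The other splits that part all 3 littermate pairs, as genotype does, had 0 to 2 before centring and 12 to 35 after it.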
